A study of Mus musculus with 39 samples.

How the data were processed

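The study measured RNA and chromatin in mouse testis after loss of Kdm6a in germ cells. Whole-testis polyA RNA-seq came from 7 control, 3 conditional knockout (cKO), 3 F1 and 4 F2 libraries, the last groups being descendants of cKO without Cre. RNA-seq of the cell line GC1-SPG came from 3 shScr, 3 shKdm6a A and 3 shKdm6a B libraries. ATAC-seq and CUT&Tag for H3K27me3 came from sorted cKIT+ spermatogonia, each with 2 control and 3 cKO libraries, and 1 CUT&Tag library was made with IgG. Droplet single-cell RNA-seq of whole testis came from 1 control and 1 cKO library. Groups were taken from the sample titles and characteristics. No label gives a sequencing batch, a date or a pairing of samples.

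Each bulk RNA file gives estimated counts and TPM per transcript, per the file headers, whose column names are those that kallisto writes. The estimated counts carry no normalization in the deposited files, since their sums differ between libraries. The TPM values were scaled by effective transcript length and to a common total by the authors' quantifier. The quantifier's version, its index and the genome build are not given in the sources used here. The files do not pair transcript IDs with genes, and no table that could do so was available. The planned sums per gene were therefore replaced by a test per transcript. Kdm6a in bulk RNA, marker lists in bulk RNA, the single-cell levels of genes called in bulk cKO testis and peaks at their promoters could not be computed and were left out, with their alternatives.

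The single-cell matrices hold UMI counts for every barcode of the kit's list, per the file headers, which name Cell Ranger. No cells had been selected. The ATAC-seq lists of the authors have the broadPeak layout, with a score per peak, a fold enrichment (a ratio over background), and the -log10 of p and of q. Caller, version and filter are not given in the sources used here. Every deposited -log10 q is at least 1.3, a q of 0.05. The CUT&Tag lists of the authors have the layout of SEACR and give the summed and the highest signal per region. By the names of the files, 4 of the 5 H3K27me3 libraries had been downsampled before the deposited signal was computed, and cKO 2 was not described so. The scaling of that signal between libraries is not given in the sources used here.

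Bulk testis libraries held 20326100 to 30236800 estimated counts, and GC-1 libraries 27575500 to 31063600 (totals rounded to 6 digits). Transcripts with the same ID and length in every testis file were kept, 115771 in all, which held 98.4% of the estimated counts of control 1. Counts were rounded to whole numbers. Transcripts were tested with edgeR 4.0.16 (R 4.3.3), with TMM factors, filterByExpr, quasi-likelihood fits and tests, and Benjamini-Hochberg adjustment. The 17 testis libraries were fitted together and the 9 GC-1 libraries were fitted together, with 61714 and 46649 transcripts tested. A transcript was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the test statistic. Lists called in cKO testis were tested in GC-1 cells with fry, two-sided, from limma 3.58.1.

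The same-sign share is the share of transcripts called in cKO testis whose log2 fold change in F1 or F2 had the same sign. As all groups share the control libraries, it was set against 100 simulated data sets in which no group differed from control. Estimates from the length columns gave each library a median transcript length minus effective length, taken over transcripts longer than 5000 bases. This difference depends on the fragment length used by the quantifier.

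On simulated counts with 200 changed transcripts among 61714, the fit for cKO recovered 52.2% of the transcripts changed by 1 and 83.3% of those changed by 2 on the log2 scale. For F1 these shares were 55.4% and 83.3%, and for F2 57.6% and 86.1%. Among 46649 GC-1 transcripts, the shares were 33.3% and 65.3% for the mean of A and B, and 30.3% and 60.4% for A. In all of these simulations the changed transcripts were drawn only from those with a high expected count, and no batches were simulated. The shares thus do not describe tested transcripts with low counts.

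Peaks were compared with bedtools 2.31.1 over the authors' coordinates, given 1-based, whose genome build is not given in the sources used here. The number of peaks and the base-pair Jaccard index were compared by two-sided exact permutation over the 10 splits of 5 libraries, where the smallest p is 0.1. Merged regions counted as specific when found in every library of 1 genotype and in none of the other, with an overlap of 1 bp counting as found. Control-only regions thus need 2 libraries and cKO-only regions 3, so their counts are unlike measures. The step was tested on simulated data: 5 lists on 1000 sites with 200 control-only and 62 cKO-only regions gave back 200 and 62.

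Single cells were analysed with scanpy 1.11.5, leidenalg 0.10.2 and scipy 1.17.1. Barcodes needed at least 3000 UMIs, 500 genes and at most 20% mitochondrial UMIs, and doublets called by Scrublet were removed. A minimum of 1000 UMIs had been planned. It was replaced after the totals per barcode were seen, since the most frequent totals were 1300 to 1400 UMIs in the control library and 800 to 900 in the cKO library. Clusters were built from 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering at a resolution of 1. Clusters were named from marker lists fixed before the data were examined, where the best list led by at least 0.5 in score and had at least 3 detected markers. A class is therefore called spermatogonia-like and so on. With 1 library per genotype no test was made. Shares carry exact binomial 95% intervals and ratios of counts exact 95% intervals, which cover counting error only. Levels are UMIs scaled to the total UMIs of the class (CPM).

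For unlike genes between the single-cell libraries, 13639 genes with at least 200 UMIs in 1 library were compared as log2 ratios of CPM with 1 CPM added. Of these, 12739 matched a chromosome by symbol in a RefSeq table of GRCm38.p6, used only for names and neighbour order. Windows of 41 neighbouring genes were set against 1000 reorderings of the genes. On simulated data with a planted window, the scan of 12739 genes placed the centre within 0 genes of the planted one. Barcodes with 300 to 1999 UMIs served as the measure of free RNA.

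The rules for the named items were fixed before the data were examined. They name Kdm6a, Uty, Kdm6b and Ezh2. In each comparison they name the 3 lower and 3 higher items with the largest log2 fold change among calls with a mean of at least 1 CPM and no overlap between the groups' CPM. Because IDs are not paired with names, at most 2 transcripts of each direction are printed. For peaks the rule names the specific regions with the largest summed signal, and the first of each direction is printed. For single cells the same rule on size was applied to genes with at least 200 UMIs in 1 library, and no call was made.

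Alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, no filter on low counts, an offset for effective length, an adjusted p under 0.1, the replicate number as a block, the compared groups alone, the first surrogate variable (sva 3.50.0), each library left out in turn, disjoint controls, other lists, other peak thresholds and overlaps, and other settings for single cells. Alternatives chosen after the data were seen were limma on log2(TPM + 1), fits within 1 transcript set, transcript set or fragment-length group as a term, longer lists at an unadjusted p under 0.01, minimums of 5000 UMIs or scaled to depth, and a grouping of the knockdown libraries by the 3 numbers in the names of the deposited files, with 2 of the numbers merged into 1 set. A minimum of 500 UMIs was not run.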

Results

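The data cover 4 kinds of measurement in mice whose germ cells lost Kdm6a, the X-linked gene of a demethylase for lysine 27 of histone H3, through a Cre recombinase driven by the germ-cell gene Ddx4. Whole-testis RNA-seq compares 7 controls carrying the floxed allele without Cre, 3 cKO males with Cre, 3 F1 males and 4 F2 males of cKO descent, both without Cre. GC1-SPG (GC-1) is a mouse cell line derived from spermatogonia. It was given a scrambled hairpin (shScr, 3 libraries) or hairpins against Kdm6a in 2 lettered sets, A and B, of 3 libraries each. ATAC-seq, which marks open chromatin, and CUT&Tag for the histone mark H3K27me3 were made from sorted cKIT+ spermatogonia, with 2 control and 3 cKO libraries each. Single cells of whole testis were profiled in 1 control and 1 cKO library.

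Testis libraries held 20326100 (cKO 3) to 30236800 (F1 1) estimated counts. GC-1 libraries held 27575500 (A 3) to 31063600 (A 2). The single-cell control library held 229882646 UMIs, 57.8% of them in barcodes with at least 3000 UMIs, and the cKO library 172368722, of which 57.5% were in such barcodes. ATAC-seq lists held 14635 to 40497 peaks and H3K27me3 lists 11118 to 18494. The depth of the chromatin libraries is unknown, since only peak lists were deposited.

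The testis libraries fell into batches that the labels do not name. Controls 1 to 4, F1 and F2 had been quantified on 118489 transcripts, and controls 5 to 7 and cKO on 117486. The median transcript length minus effective length was 208 (F2 4) to 227 (F2 1) bases in controls 1 to 4, F1 and F2. It was 247 and 244 bases in controls 6 and 7, 338 bases in control 5, and 327 to 342 bases in cKO. The first 2 principal components, with 13.4% and 7.94% of the variance, parted the libraries in the same way. Across transcripts, which are not independent replicates, log2 CPM (counts scaled to the library total) of control pairs correlated with a median r of 0.912 within a transcript set and 0.896 between sets. By edgeR, controls 5 to 7 differed from controls 1 to 4 at 805 of 54615 transcripts. All cKO libraries lie in the group of long fragments with control 5 alone, so only 1 control shares both the transcript set and the fragment length of cKO.

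**Figure D1:**
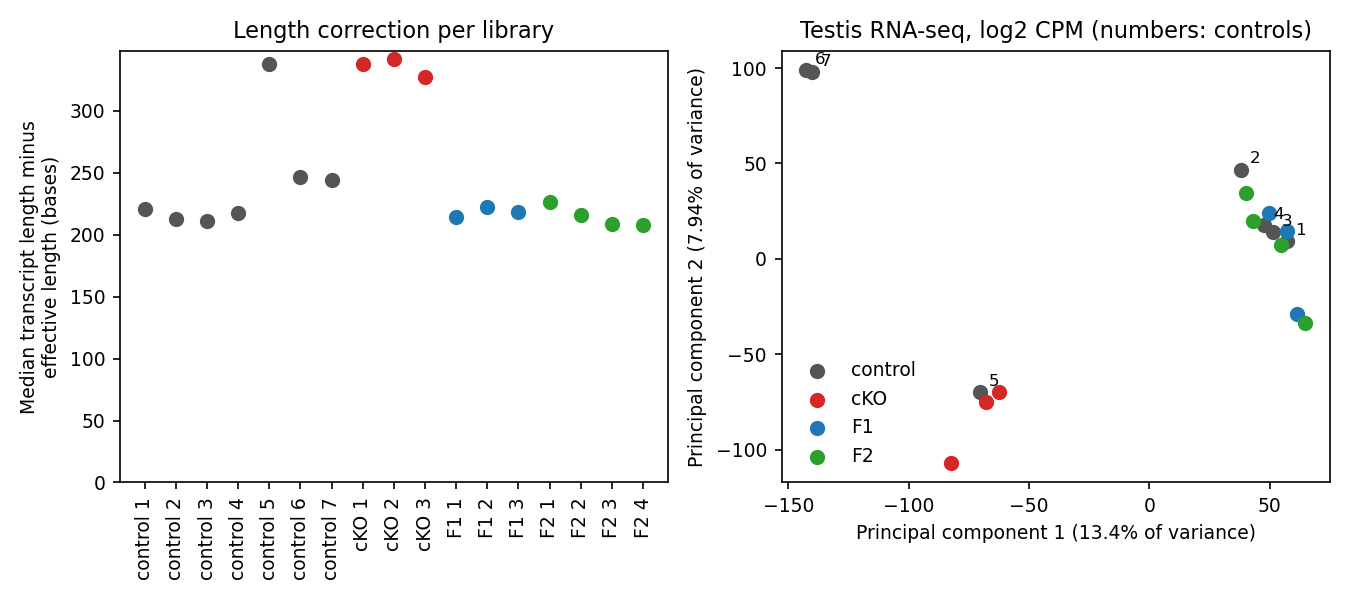
Left, median transcript length minus effective length (bases) for each of the 17 testis libraries, coloured by group. Right, the same libraries on the first 2 principal components of log2 CPM (13.4% and 7.94% of the variance), where control 5 lies beside the 3 cKO libraries and controls 6 and 7 lie apart from controls 1 to 4.

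The first comparison asks which transcripts change in testis when germ cells lose Kdm6a. By edgeR, 3 transcripts were lower and 1 higher in cKO than in control at an adjusted p under 0.05, of 61714 tested. The transcript ENSMUST00000237744 had a log2 fold change of -2.05 (SE 0.28) and an adjusted p of 0.0394. Its level was 28.2 ± 11.6 CPM (SD, n = 3) in cKO and 117 ± 27.9 CPM (n = 7) in control. ENSMUST00000072726 was lower by a log2 fold change of -1.70 (SE 0.22), at 2.25 ± 0.359 CPM in cKO against 7.31 ± 1.49 CPM in control. ENSMUST00000034308 was higher by 0.46 (SE 0.06), at 47.2 ± 3.91 CPM against 34.4 ± 2.41 CPM. Both had the same adjusted p of 0.0394. In these 3 transcripts, the CPM of the 3 cKO libraries did not overlap that of the 7 controls, which the naming rule required. The files do not pair these IDs with gene names.

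The number of calls in cKO depended on the method and on single libraries. DESeq2 called 472 lower and 258 higher. The alternative that moved the count most was the replicate number as a block, with 1176 calls. Without control 5 the count was 227, of which 4 were among the calls with all libraries. It was 0 without control 2, 4 or 7, and 1 without control 1 or 3 or cKO 2 or 3. Within the transcript set of cKO, against controls 5 to 7, edgeR called 0 transcripts, with 4826 at an unadjusted p under 0.05, and DESeq2 called 495. With the fragment-length group as a term, edgeR called 5 lower and 40 higher, 1 of them shared with the calls above. For cKO this term rests on control 5, the only control of the same fragment-length group. Against controls 5 to 7, 3 of the 4 called transcripts could be fitted and kept their sign, with a median of 101% of their fold change. Against control 5 alone, ENSMUST00000237744 had a log2 fold change of -1.46, ENSMUST00000072726 of -1.15 and ENSMUST00000034308 of 0.41. These are smaller than with all controls. Control 5 against controls 6 and 7 had -0.88, -0.64 and 0.08 for the same transcripts.

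The second comparison asks whether F1 males of cKO, which lack Cre, differ from controls. By edgeR, 0 transcripts were called in F1, with 4716 at an unadjusted p under 0.05 and a smallest adjusted p of 0.308. DESeq2 called 181 lower and 45 higher. Within the transcript set of F1, against controls 1 to 4, edgeR called 1 and DESeq2 106. Leaving out control 2 or F1 3 gave 4 calls, leaving out F1 1 gave 3, and leaving out control 1 or F1 2 gave 1.

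The third comparison puts the same question to F2 males. By edgeR, 6 transcripts were lower and 25 higher in F2. ENSMUST00000099166 had a log2 fold change of -0.99 (SE 0.13, adjusted p 0.0208), at 287 ± 16.8 CPM (SD, n = 4) in F2 and 571 ± 51.8 CPM (n = 7) in control. ENSMUST00000054654 had a log2 fold change of -0.62 (SE 0.10, adjusted p 0.0428), at 5.70 ± 0.577 CPM in F2 and 8.74 ± 0.771 CPM in control. ENSMUST00000203555 was higher by 3.42 (SE 0.50, adjusted p 0.0280), at 4.20 ± 0.545 CPM in F2 and 0.387 ± 0.146 CPM in control. ENSMUST00000043422 was higher by 1.66 (SE 0.27, adjusted p 0.0428), at 24.7 ± 2.20 CPM in F2 and 7.78 ± 1.10 CPM in control. In each, the 4 F2 libraries did not overlap the 7 controls, which the naming rule required.

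DESeq2 called 294 lower and 296 higher in F2, the largest shift of that count. Within the transcript set of F2, against controls 1 to 4, edgeR called 10 lower and 5 higher, of which 1 was among the 31 above, and DESeq2 called 448. All 31 kept their sign there, with a median of 92.8% of their fold change, and all 31 had an unadjusted p under 0.05. The count was 0 without control 6, 1 without F2 2 or F2 4, 3 without F2 3, 7 without control 7, 8 without F2 1, and 10 without control 2 or 5. It was 14 without control 4, 17 without control 3 and 24 without control 1.

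**Figure D2:**
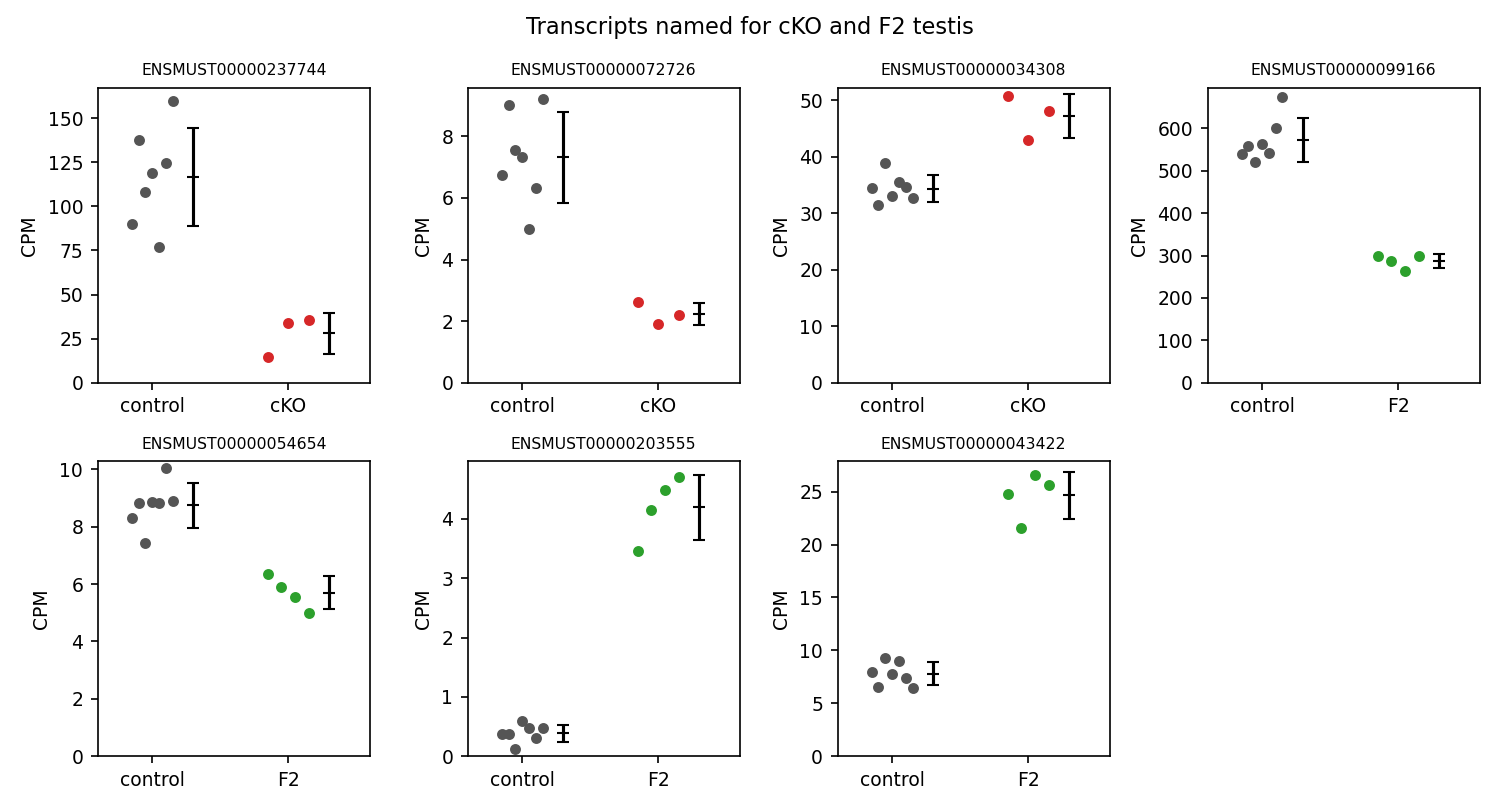
CPM of the transcripts named for cKO and F2 testis in each library. Each panel has its own axis, points are libraries, and the bars give the mean and 1 SD of 7 controls, 3 cKO or 4 F2 libraries. In every panel the knockout or F2 libraries lie outside the range of the controls, which the naming rule required.

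Whether changes in cKO recur in its descendants was asked of the 4 called transcripts. In F1, 3 of 4 (75%) had the same sign, and in F2 also 3 of 4 (75%). In simulated data without any change, lists of 4 transcripts gave mean shares of 74.2% (F1) and 82.5% (F2), because the groups share their controls. With the list at an unadjusted p under 0.01, chosen after the data were seen, the share was 62.2% in F1 (1080 of 1735) and 70.7% in F2 (1226 of 1735), against simulated means of 78.0% and 80.4%. Both shares lie below the lowest of the 100 simulations (73.7% and 76.9%), which hold no batches, so the simulation does not describe these data. Within the transcript sets, where cKO was set against controls 5 to 7 and the descendants against controls 1 to 4, the share was 65.1% in F1 (643 of 988) and 68.3% in F2 (675 of 988). A share of 50.0% would follow from independent signs in both. The log2 fold changes of that list correlated across transcripts with r = -0.01 in F1 and 0.12 in F2. With disjoint controls the share fell to 17.4% in F1 and 22.7% in F2, over 3166 entries. Of these, 1299 came from the split that took controls 1 to 4 for the list and controls 5 to 7 for the descendants. It had the same sign at 118 in F1 and 199 in F2. By the order of the splits, lists of 510, 343, 283 and 239 entries also drew on controls 1 to 4 alone. Their same-sign counts were 69, 38, 31 and 26 in F1 and 109, 62, 51 and 41 in F2. All these lists follow the batches. The longest list from mixed controls held 334 entries, with 188 of the same sign in F1 and 178 in F2. The pooled shares thus do not describe disjoint controls in general. No transcript was called in both cKO and F2 (0 of 4 and 31).

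In GC-1 cells the question is what follows from hairpins against Kdm6a in a line without other cell types. Whether they lowered Kdm6a could not be read in the bulk files. With libraries grouped by their titles, edgeR called 15 transcripts lower and 7 higher in the mean of A and B against shScr, of 46649 tested. ENSMUST00000069800 had a log2 fold change of -2.15 (SE 0.25, adjusted p 0.0415), at 1.54 ± 0.767 CPM (SD, n = 6) against 6.27 ± 1.76 CPM (n = 3). ENSMUST00000139685 was higher by 3.04 (SE 0.26, adjusted p 0.0252), at 23.0 ± 6.79 CPM against 2.76 ± 0.526 CPM. ENSMUST00000030032 was higher by 1.25 (SE 0.11, adjusted p 0.0252), at 13.3 ± 0.749 CPM against 5.59 ± 0.601 CPM. The rule's first lower transcript had at most 2 counts in any knockdown library and is not given a fold change.

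Against shScr, A alone gave 2 lower and 1 higher transcript. Among them ENSMUST00000004281 had a log2 fold change of -1.07 (SE 0.07, adjusted p 0.0141), at 32.7 ± 0.439 CPM (SD, n = 3) against 68.9 ± 5.15 CPM (n = 3). B alone gave 0, with 2859 at an unadjusted p under 0.05, and A against B gave 0, with 1837. DESeq2 called 870 in the mean of A and B, 900 in A, 466 in B and 121 between A and B. For the mean of A and B, leaving out B 1 gave 16 calls, leaving out shScr 1 gave 1, and leaving out any other library gave 0. For A, leaving out shScr 1 gave 2 and leaving out any other library of the comparison gave 0. For B, leaving out B 1 gave 11 and leaving out shScr 1 gave 3. Leaving out B 1 gave 3 between A and B. The names of the deposited files give 1 number to A 1, A 2 and B 1, another to A 3 and yet another to B 2 and B 3, unlike the titles. With A 3, B 2 and B 3 merged into 1 set, a choice made here, edgeR called 71 transcripts in the first set against shScr, 5 in the merged set, 15 between them and 40 in their mean.

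The transcripts lower in cKO testis were then examined in GC-1 cells. Of 3, 2 were tested, with a median log2 fold change of -0.44 and a fry p of 0.115. In A alone the median was -0.998 (p 0.0330) and in B alone 0.12 (p 0.411). Leaving out B 3 gave a p of 0.000137 and leaving out B 2 a p of 0.0414. The median was 0.17 without shScr 1 and 0.25 without A 3, where 3 transcripts passed the filter and were tested, as they were without B 3. The 1 higher transcript was not tested in GC-1 cells, so its list gave no value.

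In single cells, 10592 control and 7891 cKO cells passed, with median depths of 8273 and 8355 UMIs, and formed 21 clusters. Spermatogonia-like cells were 2.66% of control cells (exact 95% interval 2.36 to 2.99) and 3.02% of cKO cells (2.65 to 3.42). Early spermatocyte-like cells were 6.77% (6.30 to 7.26) and 4.11% (3.68 to 4.57), late spermatocyte-like cells 14.5% (13.9 to 15.2) and 13.98% (13.2 to 14.8), and round spermatid-like cells 18.5% (17.8 to 19.3) and 22.4% (21.5 to 23.4). Elongating spermatid-like cells were 45.2% (44.2 to 46.1) and 43.0% (41.9 to 44.1), and Leydig-like cells 1.02% (0.837 to 1.23) and 1.15% (0.929 to 1.41). Clusters without a name held 11.1% and 12.3%. There are no replicates, so the intervals cannot show whether genotypes differ. At a minimum of 2000 UMIs, early spermatocyte-like cells were 4.76% and 4.75%, and at 1000 UMIs they were 1.36% and 2.21%, a reversed direction. In both settings the class was 1 cluster without Stra8 and Tex15 among its leading genes, which a cluster of 229 control and 35 cKO cells in the class had at 3000. The values therefore do not describe the same class.

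Kdm6a itself was then read by class. The 3' tags counted here may lie outside the deleted part of the gene. In early spermatocyte-like cells it had 137 UMIs in control and 7 in cKO, or 35.4 and 3.99 CPM, a log2 ratio of -3.15 (-4.49 to -2.07). The class joins cluster 9 (488 control and 289 cKO cells) and cluster 12 (229 and 35 cells), and cluster 12 has more Kdm6a, so the unlike mixture enlarges the ratio. Within cluster 9 it was -2.40 (-4.09 to -1.07) and within cluster 12 it was -2.82 (-5.88 to -0.92). In spermatogonia-like cells it had 39 and 12 UMIs, or 20.7 and 8.58 CPM, a log2 ratio of -1.27 (-2.34 to -0.31). Round spermatid-like cells had 31 and 5 UMIs and elongating spermatid-like cells 24 and 5, with log2 ratios of -2.51 and -1.65. Free RNA was not set against the levels of these spermatid classes, so its part in their ratios is untested. The mixture of clusters also differed, as in cluster 19 (231 control and 13 cKO round spermatid-like cells). In cluster 5 there were 557 and 226 elongating spermatid-like cells. Late spermatocyte-like cells had 5 and 2 UMIs, a log2 ratio of -0.76 (-4.15 to 1.85), and cells without a class name had 22 and 18, a log2 ratio of 0.15 (-0.83 to 1.12). The cells without a name joined clusters 3 and 18, so their ratio is not that of 1 cell type. Cluster 18 (512 control and 318 cKO cells) scored highest on the marker list of Sertoli cells, with a germ-cell list also high. In Leydig-like cells, which Cre should spare, Kdm6a had 15 and 8 UMIs, a log2 ratio of -0.41 (-1.85 to 0.92). Over all cells there were 276 and 58 UMIs, a log2 ratio of -1.80 (-2.24 to -1.39). Free RNA held 2.10 and 1.27 CPM of Kdm6a. At a minimum of 1000 UMIs the log2 ratio was -2.20 in early spermatocyte-like and also below 0 in spermatogonia-like cells. Over all cells, Uty had 1.72 CPM in control and 1.53 in cKO, Kdm6b 10.1 and 9.08, and Ezh2 111 and 109.

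**Figure D3:**
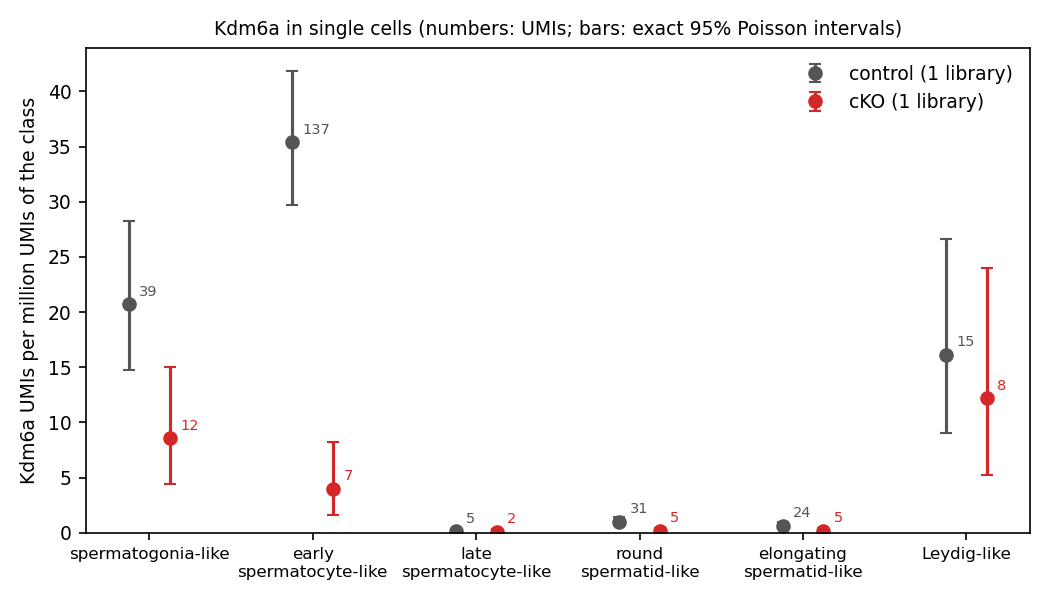
Kdm6a level in CPM of each cell class in the control and the cKO library, 1 library each. Bars are exact 95% Poisson intervals and the numbers are UMIs. In early spermatocyte-like cells the control had 35.4 and the cKO library 3.99 CPM, with intervals that do not overlap.

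Among genes whose levels were unlike in the 2 single-cell libraries, the named ones that were lower in the cKO library were Clasrp, Col9a3 and Hoga1. Clasrp (ENSMUSG00000061028, chromosome 7) had 129 CPM in control and 40.1 in cKO, a log2 ratio of -1.66 with 1 CPM added. The log2 ratios of Col9a3 and Hoga1 were -1.37 and -1.34. The named higher genes were Map4k1, Npas1 and Gm32772, all on chromosome 7. Map4k1 (ENSMUSG00000037337) had 33.0 CPM in control and 92.7 in cKO, a log2 ratio of 1.46, and those of Npas1 and Gm32772 were 1.04 and 0.96. These 2 libraries have no replicates.

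The ATAC-seq comparison asks whether open chromatin in cKIT+ spermatogonia differs without Kdm6a. Controls had 19118 and 33250 peaks, and cKO libraries 14635, 18883 and 40497. The means were 26184 ± 9993 (SD, n = 2) and 24672 ± 13869 (n = 3), with an exact permutation p of 0.9, where the smallest possible is 0.1. Without cKO 3 the difference was -9425 peaks. The mean Jaccard index was 0.333 within genotypes and 0.368 between them (difference -0.0352, two-sided exact permutation p 0.7). Of 52246 merged regions, 8644 were in every library, 185 in both controls and no cKO library, and 143 in all cKO libraries and no control. As many specific regions arose in 7 of the 10 splits of the libraries, the real one included, and the highest other had 8626, when control 2 and cKO 3 were set against the rest. The control-only region with the largest summed fold enrichment was on chromosome 1 from 74014628 to 74014890, with a sum of 9.97. The first cKO-only region was on chromosome 3 from 132621673 to 132622052, with a sum of 16.5. Without 1 library, the number of specific regions was 526 (without cKO 2) to 5211 (without cKO 3). It was 693 without cKO 1, 2252 without control 2 and 4610 without control 1.

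The H3K27me3 comparison asks whether the mark that KDM6A removes gains territory without it. Controls had 14545 and 18494 peaks, and cKO libraries 11118, 14584 and 15368. The means were 16520 ± 2792 (SD, n = 2) and 13690 ± 2262 (n = 3), with an exact permutation p of 0.5. They covered 48.1 and 81.3 Mb in control and 21.3, 30.3 and 70.1 Mb in cKO. The IgG library had 1449 peaks over 1.68 Mb. Among peaks whose highest signal passed the pooled median, cKO had 2687 more per library (p 0.3), a reversed direction. That threshold depends on the scaling between libraries, which is unknown, so this count does not test the direction. The mean Jaccard index was 0.336 within genotypes and 0.357 between them (difference -0.0211, two-sided exact permutation p 0.6). Of 23569 merged regions, 4320 were in every library, 874 only in controls and 33 only in cKO. The first count needs a region in 2 libraries and the second in 3, so they are unlike measures. As many specific regions arose in 3 of the 10 splits. The highest other had 1606, again with control 2 and cKO 3 against the rest, 1591 in that pair alone and 15 in the other 3 libraries alone. Among the other splits, 1 had more than 874 in its pair alone, and 8 had more than 33 in its 3 libraries alone. The control-only region with the largest summed signal was on chromosome 5 from 150118689 to 150129310. The first cKO-only region was on chromosome 7 from 142117809 to 142127287. Neither overlapped an IgG peak. The number of specific regions was 5157 without control 1, 2968 without control 2 and 2339 without cKO 3.

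**Figure D4:**
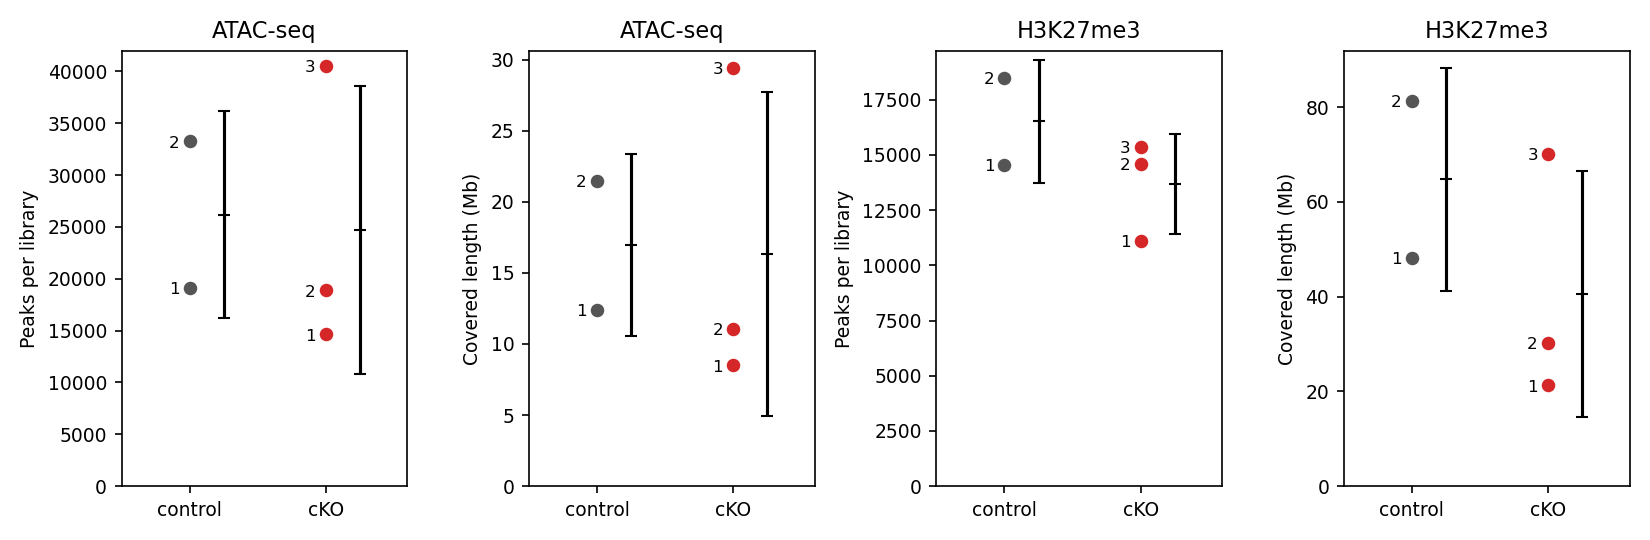
Peaks per library and the length they cover (Mb) for ATAC-seq and H3K27me3. Points are libraries with their replicate number, and bars give the mean and 1 SD of 2 control or 3 cKO libraries. In ATAC-seq, cKO 3 with 40497 peaks lies above both controls and the other cKO libraries lie below both.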

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

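Among the tests in this part, the contrasts between groups of fragment length and the count of islet-rich barcodes below 300 UMIs were chosen after the results they explain had been seen. The match of islet-rich barcodes between libraries was planned before its result was seen, but after the islet genes had been noticed.

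Control 5 of the testis RNA-seq had a median transcript length minus effective length of 338 bases, while the other 6 controls lay between 211 and 247 bases. Its gap to the nearest control was larger than Dixon's 95% limit for 7 values allows. Of 27 groups of values tested in this way, 1 had such a library, and chance alone, at about 1 in 20 groups, would give about 1.35. In cKO, edgeR called 227 transcripts without control 5, against 4 with all libraries and 0 to 3 without any other single library. A candidate explanation is the grouping of libraries by fragment length. Controls 6 and 7 differed from controls 1 to 4 at 5979 transcripts, although all carry the same label. Control 5 differed from controls 6 and 7 at 1544 transcripts and from controls 1 to 4 at 595. The 3 cKO libraries, which resemble control 5 in fragment length, differed from it at 44, with 3639 at an unadjusted p under 0.05. Only 1 control has long fragments, so its own spread cannot be measured and is taken to be that of the other groups. The 5979 transcripts show that the groups of libraries differ at many transcripts with no difference in genotype. They do not show what made the groups differ: the library preparation, the sequencing run, and the age or breeding of the animals stay open and untested. A mislabelled cKO library in place of control 5 cannot be checked, because Kdm6a cannot be read in the bulk files. Over 1 library no biological explanation was tested.

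In the single-cell libraries, transcripts of pancreatic islet genes appeared mostly in barcodes under 300 UMIs, which no comparison uses. Barcodes with 5 or more islet UMIs also occurred among those with at least 1000 but under 3000 UMIs (268 in control and 108 in cKO) and with at least 3000 UMIs (80 and 52), which the comparisons use at a minimum of 1000 or 3000 UMIs. Over a list of 12 islet genes, barcodes under 300 UMIs held 365465 islet UMIs in the control library and 432385 in the cKO library. Islet genes together made up 49741 and 61203 CPM in those barcodes, and 34.9 and 34.4 CPM in barcodes with at least 3000 UMIs. Over all barcodes the most abundant was Ins2, with 230582 UMIs in the control library and 274040 in the cKO library, followed by Ins1 with 106315 and 125336. In barcodes with at least 3000 UMIs, Ins2 had 4.49 and 6.63 CPM. There Chgb had 17.2 and 16.2 CPM, Chga 6.89 and 4.86, and Pcsk2 2.67 and 2.25. Of all Chgb UMIs in the control library, 2282 of 4925 lay in such barcodes, against 596 of 230582 for Ins2. How many of the 12 genes testis cells express was not tested gene by gene.

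If free RNA had spread islet transcripts evenly over droplets, barcodes under 300 UMIs with 5 or more islet UMIs would number 0.0209 in the control library, and 15015 were found. In the cKO library 0.510 would be expected and 15482 were found. Over barcodes of any total, an even spread would give 16968 such barcodes in the control library, close to the 15386 found, so the restriction to small barcodes, made after this was seen, is what parts the explanations. The islet-rich barcodes of the control library had a median total of 34 UMIs. Barcodes of similar total without any islet UMI in the control library served for comparison, which leaves out those with some but fewer than 5. Of the 15386 islet-rich barcodes, 14815 (96.3%) were islet-rich in the cKO library too, against 0.0940% of the barcodes for comparison. This is consistent with molecules carried over from a library of islet cells sequenced alongside both testis libraries, whose cell barcodes reappear in each. Islet cells in the testis suspensions would have drawn separate barcodes in each library. Among barcodes with at least 3000 UMIs, 30 were shared by the 2 libraries, against 14.1 by chance, which leaves room for few whole cells carried over in the comparisons. No biological explanation was tested, since no group of the design holds islet cells.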

How the results depend on the processing

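Chosen after the results were seen were limma on log2(TPM + 1), the fits within 1 transcript set, the fragment-length and transcript-set terms, the lists at an unadjusted p under 0.01, the minimum of 5000 UMIs and the minimum scaled to depth, and the grouping of knockdown libraries by file names. The minimum of 3000 UMIs used for the reported single-cell values was also chosen after the totals per barcode were seen, in place of the planned 1000. All other alternatives were fixed before the data were examined. Where no cause is named below, the cause was not tested.

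Counts of called transcripts moved with the tool. DESeq2 called 730 transcripts in cKO, 226 in F1, 590 in F2, 870 in the mean of A and B, 900 in A, 466 in B and 121 between A and B. The edgeR counts were 4, 0, 31, 22, 3, 0 and 0, and the zeros had 4716 (F1), 2859 (B) and 1837 (A against B) transcripts at an unadjusted p under 0.05. DESeq2 called all 4 of the cKO, all 31 of the F2, all 22 of the A and B and all 3 of the A transcripts. On log2(TPM + 1), limma called 13 in cKO, 1 in F1, 47 in F2, 20 in A and 5 in B. At an adjusted p under 0.1, edgeR called 14 in cKO, 71 in F2, 41 in the mean of A and B, 23 in A and 6 in B. With RLE factors the mean of A and B gave 7. Without the filter on low counts F2 gave 15, B gave 1 and A against B 1. With the effective-length offset cKO gave 2 and F2 17. With the compared groups alone F1 gave 1 and A 0. The first surrogate variable gave 200 in cKO. No scaling moved the median of all transcripts by more than 0.02 (log2) in any comparison.

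Fits for the batches moved the same counts. For cKO the fragment-length term rests on control 5 alone. The fragment-length term gave 45 in cKO and 47 in F2. Within 1 transcript set edgeR gave 0 in cKO (4826 at an unadjusted p under 0.05), 1 in F1 and 15 in F2, and DESeq2 gave 495, 106 and 448. Grouping the knockdown libraries by file names, with 2 of their 3 numbers merged, gave 40 in their mean, 71 in the set with A 1, 5 in the set with B 2, and 15 between the sets.

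The replicate number as a block gave 1176 calls in cKO, 6 in F2, 0 in the mean of A and B, and 0 in A, where DESeq2 without a block called 870 and 900. The numbers do not pair samples: after removal of group means, libraries with the same number correlated across transcripts between -0.0291 and 0.0485. Replicates 5 to 7 exist only in controls, so the block leaves controls 1 to 3 to be set against cKO, and these are of the other transcript set. The cKO calls with the block therefore mix batch and genotype. For peaks the block gave -9425 (ATAC-seq) and -3669 (H3K27me3), each with an exact permutation p of 0.5, the smallest possible there.

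Leaving out 1 library at a time gave 0 to 227 calls in cKO (0 without control 2, 4 or 7, 1 without control 1 or 3 or cKO 2 or 3, and 227 without control 5), 0 to 4 in F1 (4 without control 2 or F1 3, 3 without F1 1, and 1 without control 1 or F1 2), and 0 to 24 in F2 (0 without control 6, 1 without F2 2 or 4, 3 without F2 3, and 24 without control 1). It gave 0 to 16 in the mean of A and B (16 without B 1, 1 without shScr 1, and 0 without any other), 0 to 2 in A (2 without shScr 1 and 0 without any other), 0 to 11 in B (11 without B 1, 3 without shScr 1) and 0 to 3 between A and B (3 without B 1). The same-sign shares ran from 0% to 100% in F1 and from 0% to 100% in F2, over lists of 1 to 227 transcripts. Without cKO 3 the list held 1 transcript and both shares were 0%. ATAC-seq peaks per library differed by -9425 (without cKO 3) to 5554 (without control 2), and also turned positive without cKO 1 (3506) or cKO 2 (1382). H3K27me3 peaks differed by -4804 to -855, always lower in cKO. The Jaccard differences ran from -0.0734 to 0.103 in ATAC-seq and from -0.0608 to 0.0826 in H3K27me3, and both turned positive only without cKO 3. Specific regions numbered 526 to 5211 in ATAC-seq and 1302 to 5157 in H3K27me3. With fewer libraries a region needs to be absent from fewer, which raises these counts by construction.

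Among the named transcripts, 162 of 257 alternatives left the same direction without passing the threshold and 95 passed it. The direction was the same in all of them, which covers 22 alternatives for each cKO transcript, 23 for each F2 transcript, 15 for each transcript of the mean of A and B and 13 for each of A. The naming rule took only transcripts whose CPM did not overlap between the groups. Their direction was therefore close to fixed by that choice, and its constancy is no test of the changes.

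The same-sign share for transcripts higher in cKO rested on 1 transcript and was 100% in F1 and in F2. With disjoint controls the pooled share of all calls was 17.4% in F1 and 22.7% in F2, over 3166 entries. Of these, 1299 came from the split that follows the batches, with the same sign at 118 in F1 and 199 in F2. The longest list from mixed controls, with 334 entries, had the same sign at 188 in F1 and 178 in F2. For the transcripts lower in cKO, the median in GC-1 cells was -0.998 in A alone (p 0.0330). It reversed in B alone (0.12), with the DESeq2 list (0.0368), with the list at an unadjusted p under 0.01 (0.0446) and with that list within 1 transcript set (0.0521). Without 1 library it ran from -0.58 to 0.25, and it was positive without shScr 1 (0.17) or A 3, where 3 transcripts were tested in place of 2. The p was 0.0414 without B 2 and 0.000137 without B 3.

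H3K27me3 peaks whose highest signal passed the pooled median were more frequent in cKO by 2687, a reversal that the unknown scaling between libraries could have set. With equally long lists the specific H3K27me3 regions numbered 489. The other thresholds, widths and overlaps kept the direction of the peak numbers and Jaccard differences in both assays.

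The single-cell shares depended on the minimum of UMIs, which sets how many droplets of free RNA count as cells. The differences, cKO minus control in percentage points, follow. For spermatogonia-like cells it was -0.550 at 1000 UMIs and -0.349 at 5000, against 0.354 at 3000 and 0.0514 with the scaled minimum. At 2000, and with at most 5% mitochondrial UMIs, no cluster took this name. For early spermatocyte-like cells it was 0.851 at 1000 (reversed), -0.0173 at 2000, -1.67 at 5000 and -1.48 with the scaled minimum. At 1000 and 2000 the class lacked the cluster with Stra8 and Tex15 among its leading genes that it held at 3000, so it was not the same class. For late spermatocyte-like cells it was 2.85 at 1000, 2.29 at 2000, -1.93 with the scaled minimum and -3.17 at a Leiden resolution of 0.5. For round spermatid-like cells it was 1.55 at 2000, 7.46 at 5000, 1.62 with the scaled minimum, and 6.84 and 6.57 at resolutions of 0.5 and 2. For elongating spermatid-like cells it was 9.15 at 1000 and 3.63 at 2000 (both reversed), -5.31 at 5000 and -0.709 with the scaled minimum. At 1000 UMIs Scrublet called no doublets in 68490 and 28462 cells, so that step did not work there. At 1000 UMIs, 2 clusters without a class name, with 431 and 267 control cells and 122 and 105 cKO cells, had islet genes among their leading genes, and these cells count in the shares. Kdm6a was lower in the cKO library for all cells together and for early spermatocyte-like, round and elongating spermatid-like cells in every setting run. The same held for spermatogonia-like and Leydig-like cells wherever clusters took these names, which no cluster did for either with at most 5% mitochondrial UMIs. Free RNA, with 2.10 CPM in control and 1.27 in cKO, was set only against early spermatocyte-like and spermatogonia-like levels. Its part in the spermatid classes was not tested. In late spermatocyte-like cells, with 2 to 12 UMIs per library, the direction was mixed and the intervals span 0 in all settings. At 3000 UMIs, cells without a class name had a log2 ratio of 0.15 with an interval that spans 0. They include cluster 18, which scored highest on the marker list of Sertoli cells. In elongating spermatid-like cells the interval spans 0 at 5000 UMIs, with the scaled minimum and without doublet removal. Its log2 ratio was -2.06 in early spermatocyte-like cells with the scaled minimum, where the 2 clusters of the class were mixed more alike, and over all cells -1.34 at 5000 UMIs and -2.26 with at most 5% mitochondrial UMIs. In Leydig-like cells the interval spans 0, and a difference was not detectable at this depth.

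Not run were all results that need genes for transcript IDs, with their alternatives: Kdm6a in bulk RNA, marker lists in bulk RNA, the single-cell levels of genes called in bulk, and peaks at promoters. A minimum of 500 UMIs was also not run. The list of the 1 transcript higher in cKO had 0 tested members in GC-1 cells. At an adjusted p under 0.1 its 2 tested members had a median of -0.13 (p 0.0285).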

Other observations

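Chosen after the result was seen were the tests on the transcript sets, the file-name grouping, the lists at an unadjusted p under 0.01, free RNA, the minimum of UMIs, and the order and direction of genes in the chromosome 7 window. Peak lists of equal length were planned, but their use to test list length was chosen after the result was seen.

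The counts of calls were compared with other splits of the same libraries into groups of the same sizes. For testis, 40 splits per comparison were run, the real one and others drawn at random, not all that are possible. For F1 the split of controls 5 to 7 was put in by choice. The shares of splits and the highest counts are therefore those of the splits run. For cKO, 8 of 40 splits gave 4 or more calls, the real one included, so chance cannot be excluded. The highest other split set controls 6 and 7 with cKO 3 against the rest and gave 1806. It follows neither the transcript sets nor the groups of fragment length fully. Within the transcript set of cKO the count was 0 by edgeR, with 4826 at an unadjusted p under 0.05, and 495 by DESeq2. Without control 5 the count with all other libraries was 227, it was 0 without control 2, 4 or 7, and it was 1 without control 1 or 3 or cKO 2 or 3. For F1 the real count was 0, so 40 of 40 splits give as many by construction and the comparison says nothing. The highest other gave 4522 when controls 5 to 7 were set against the rest, which follows the batches. The real F1 split had 4716 transcripts at an unadjusted p under 0.05, and DESeq2 called 226. For F2, 3 of 40 splits gave 31 or more, so chance cannot be excluded by this count. The highest other gave 426 for controls 5 to 7 with F2 1, and controls 4 to 7 against the rest gave 416. Both put the whole of the other batch on 1 side, and the highest count among the remaining splits was 5. Within the transcript set of F2 the count was 15. Without control 6 the F2 count was 0, and without any 1 of the other libraries it was 1 (F2 2 or 4) to 24 (control 1).

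For the mean of A and B in GC-1 cells, 2 of 84 splits gave 23 or more calls, so chance as the cause of that count can be excluded at 0.05. This count treats A and B as 1 group, which gave 23 in place of 22. The highest other split gave 30, and it set A 1, A 2 and B 1 against the other 6 libraries. For A, 1 of 10 splits gave 3 calls and the highest other gave 0. For B, with a real count of 0, 10 of 10 give as many by construction and the highest other gave 0, with 2859 transcripts at an unadjusted p under 0.05 and 466 calls by DESeq2. The same holds for A against B, where 10 of 10 give 0 or more and the highest other gave 15, with 1837 at an unadjusted p under 0.05 and 121 calls by DESeq2. In these 3 designs of 10 splits chance can never be excluded at 0.05. Leaving out B 1 gave 16 calls for the mean of A and B and 0 or 1 came from leaving out any other library.

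The split with 15 calls between the knockdown sets holds A 1, A 2 and B 1 on 1 side. Every other split of those 6 libraries gave 0. The numbers in the names of the deposited files give these 3 libraries 1 common number, give another to A 3 and yet another to B 2 and B 3. A candidate explanation is that the titles of A 3 and B 1 were exchanged. An exchange would leave 2 numbers in the B set, which it does not explain, and merging A 3 with B 2 and B 3 is a choice made here. In that grouping the set of A 1, A 2 and B 1 gave 71 calls against shScr by edgeR, against 3 for the A of the titles, and 1 of the 3 was among them. The other set gave 5, against 0 for B by edgeR, where 2859 had an unadjusted p under 0.05 and DESeq2 called 466. Between the sets DESeq2 called 432 transcripts, against 121 between A and B of the titles. Transcripts at an unadjusted p under 0.05 did not rise for the first set (3776, against 3849). They rose for the other set (3631, against 2859), between the sets (2610, against 1837) and in the mean of both (4070, against 3839). With 10 possible splits, the file names would pick the one with the highest count by chance 1 time in 10. Which of title and file name is right is not given in the sources used here, and sequences of the hairpins were not available. A difference of hairpins other than through Kdm6a also stays open. The mean of both sets against shScr, which uses the same 6 knockdown libraries in both groupings, gave 40 calls instead of 22, with 16 shared.

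The called transcripts of cKO and F2 were examined for a difference between the 2 transcript sets as their whole cause. That cause would take the fold changes within a set to near 0. In cKO, 3 of 4 transcripts could be fitted and kept a median of 101% of their fold change against controls 5 to 7. In F2, 31 of 31 kept their sign and a median of 92.8% against controls 1 to 4. Both sets of values argue against it. The cKO and F2 libraries that led to the calls are also in these fits, so the sizes are not independent evidence of a change. The fragment-length group, which leaves cKO with control 5 alone, stays open for cKO, where ENSMUST00000237744 had a log2 fold change of -1.46 against control 5. Parents, breeding and age of the animals stay open for both and were not tested.

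Whether the fold changes of cKO recur in sign in F1 and F2 depended on which controls were used. With all controls, the same-sign share of the list at an unadjusted p under 0.01 was 62.2% in F1 and 70.7% in F2, below all 100 simulations of unchanged groups (means 78.0% and 80.4%, lowest 73.7% and 76.9%). The simulations hold no batches and do not describe these data, so they cannot decide whether shared controls account for the shares. With the planned disjoint controls the pooled shares were 17.4% and 22.7% over 3166 entries. Of these, 1299 came from the split of controls 1 to 4 against controls 5 to 7, which follows the batches. It had the same sign at 118 in F1 and 199 in F2. The longest list from mixed controls, with 334 entries, had the same sign at 188 in F1 and 178 in F2. The low pooled shares thus do not describe disjoint controls in general. Within the transcript sets, where no control is shared either, the shares were 65.1% and 68.3% over a list of 988 transcripts, and 55.8% and 53.4% over all 52184 tested. A list from control 5 against controls 6 and 7, which holds no cKO library, gave a share of 66.4% in F1 and of 46.5% in F2. The list from cKO against controls 6 and 7 gave 4364 of 6385 in F1 and 56.9% in F2. For F1 a list without cKO thus gives as large a share as cKO does within the sets, and batches may be the source. That list rests on 1 library in 1 arm, so control 5 itself and its batch cannot be separated. For F2 the 46.5% does not account for the 68.3%, and the list from cKO against control 5 had the same sign at 546 of 881 transcripts in F2 and at 477 of 881 (54.1%) in F1. This list, too, rests on 1 control. Batch and recurrence cannot be told apart for F2, because only 1 control shares the fragment length of cKO. Descent from cKO is the explanation that the design names, and it stays open and untested for F1 and F2.

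Free RNA in droplets was examined as the cause of the lower Kdm6a in cKO cells. Free RNA of the control library held 2.10 CPM of Kdm6a. The difference between the libraries was 31.4 CPM in early spermatocyte-like and 12.1 CPM in spermatogonia-like cells, so 2.10 CPM falls short in both classes. The first difference is enlarged by the unlike mixture of clusters 9 and 12. Within cluster 9, Kdm6a had 16.5 CPM in control and 3.13 in cKO, and within cluster 12 it had 87.9 and 12.5. Deletion in germ cells is the explanation named by the design. It stays a hypothesis with 1 library per genotype, and the 7 (early spermatocyte-like) and 12 (spermatogonia-like) UMIs left in cKO may come from tags outside the deleted part, from undeleted cells or from free RNA.

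The difference in the share of early spermatocyte-like cells may in part reflect the minimum of UMIs. It was -2.66 percentage points at 3000 UMIs and -1.48 with the scaled minimum. It stayed negative there and at 5000 (-1.67), so the minimum is not shown to be the whole cause. The values at 2000 (-0.0173) and 1000 (0.851) decide nothing, since the class then lacked the cluster with Stra8 and Tex15 among its leading genes. At 3000 UMIs that cluster held 229 control and 35 cKO cells. The share of round spermatid-like cells was higher in cKO in all 9 settings run, by 1.55 to 7.46 points. At 3000 UMIs clusters 10 and 13 of that class had higher shares in cKO, and clusters 14 and 19 lower ones, so its mixture differs between the libraries. Whether a change in cell types contributes cannot be tested with 1 library per genotype.

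The genes with unlike levels between the single-cell libraries gathered in a window of chromosome 7. Between Inafm1 and U2af1l4, 16 of 184 neighbouring genes (8.70%) differed by at least 0.6 on the log2 scale, against 210 of 12555 (1.67%) elsewhere. This stretch was picked from the same ratios, so the 2 shares describe it and do not test it. The reorderings tested windows of 41 genes, not the whole stretch. The most unlike window, from Gm32772 to Zfp180, held 9 of the unlike genes and had a mean absolute log2 ratio of 0.35. Of 1000 reorderings of the genes, 0 held a window as high, and the highest reached 0.32. Different shares of cell types alone would not leave the differences within 1 class. Within round spermatid-like cells, the 14 of 16 genes with at least 50 UMIs kept their sign, with a median absolute log2 ratio of 0.90, against 0.91 over all cells. Apoc1, not among the 14, had -0.23 there against 0.66 over all cells. Within elongating spermatid-like cells, 12 of 13 kept their sign, with a median of 0.60 against 0.93. This argues against cell-type shares as the whole cause, and a part in the differences over all cells stays open. A gain or loss of the whole stretch would move its genes 1 way, while 12 of the 16 were higher and 4 lower in the cKO library. A strain or linked variant carried with the transgene is a candidate explanation that remains, but the 0 reorderings only show that the genes are neighbours. Where the transgene lies is not given in the sources used here, and 1 animal or pool per genotype cannot part a linked variant from a chance difference between animals.

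H3K27me3 regions of the X chromosome took 0.230% to 0.335% of the covered length in the 5 libraries, against 2.64% on average in ATAC-seq and 0.147% with IgG. In males the X is present in 1 copy, which lowers its signal. If X regions had lost the autosomal regions below a doubled limit, the share would be at least 5.12 times the one observed in each library. This may point away from copy number as the whole cause, but the estimate takes autosomal regions as the profile of the X and cannot decide it. No biological explanation was tested.

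Peak lists of unlike genotypes resembled each other most. Control 2 and cKO 3 had the highest Jaccard index in both assays, and they had the longest ATAC-seq lists. With equally long lists of top peaks their ATAC-seq index was still the highest, at 0.608, so the length of the lists is not its whole cause. A shared preparation of these 2 libraries or a mislabelled sample stays open, and neither was tested. With all libraries, no peak number, Jaccard difference or number of specific regions separated the genotypes more than other splits of the libraries did, and the smallest p the design allows is 0.1.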
